A study of Bos taurus with 8 samples. Its data were reported in "Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle" (2015).

How the data were processed

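Granulosa cells were scraped from the wall of dominant follicles in Holstein cattle ovaries collected at slaughter. Granulosa cells line the inside of the follicle, make oestradiol and surround the egg. Follicles over 9 mm were assigned to a growing, a plateau or an atretic phase (regression of the follicle, with death of its granulosa cells) from the DNA content of their cells by flow cytometry. The arrays analysed here compared 4 atretic with 4 growing follicles, each follicle an individual sample. The RNA of an atretic and of a growing follicle was amplified, labelled with Cy5 or Cy3 and hybridised together on the same array, and each such pair was hybridised again with the dyes exchanged. This gave 8 arrays on 3 slides, 4 with the atretic follicle in Cy5 and 4 with the growing follicle in Cy5. Pairs were numbered from the position or title of the arrays in the labels. Whether the follicles came from different animals is not given in the sources used here, so p-values measure the spread between these follicles.

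The authors deposited scanner intensities for each array, as the median pixel of every spot and of its local background in both channels, on a linear scale and without background correction. Gain was set automatically for each array, and spots covered by debris were excluded by hand in the image software. The authors also deposited processed values, which were log2 ratios of Cy5 over Cy3 after background subtraction, loess within arrays and quantile normalisation between arrays. This scale and direction were checked here by rebuilding the ratios from the intensities with plain subtraction, which gave a correlation of 1 on each array across probes, with slopes from 0.9999 to 1. The array medians of the processed values ran from -0.02 to -0.01, so they lay close to 0. A ratio within an array shows the atretic follicle relative to the growing one. It holds no absolute amount of RNA.

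For the results reported here, intensities were background-corrected with normexp and an offset of 50, normalised by loess within arrays and then by quantiles between arrays, with the 1426 control spots out of 45220 given no weight in the loess and left out afterwards. Spots excluded by the image software, 4 to 50 per array, were treated as missing. Ratios of the arrays with the growing follicle in Cy5 were turned, so that every ratio read atretic over growing. The 2 dye-swapped arrays of a pair share their RNA extracts and were averaged to 1 value per pair, which cancels a dye effect and leaves n = 4. Of 43794 probes, the 36295 with a mean log2 intensity of at least 7 were kept, the minimum intensity stated by the study. The log2 ratio was tested against 0 with the linear model and empirical Bayes procedure of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The study's own selection, a fold of at least 1.5 either way with an unadjusted p under 0.05, was applied to the same fit and is called the study's threshold. It controls no error rate over all probes.

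Probes were named through the platform annotation, where 21790 probes had 1 gene symbol and 22004 were unnamed, for 15229 symbols. Of these, 13625 genes entered the fit, each represented by its probe of the highest mean intensity. A table of RefSeq genes (assembly ARS-UCD2.0) was used only to match 8 genes of the lists by older symbols. No coordinates are printed, because the build behind the annotation is not given in the sources used here. Levels per follicle are log2 intensities of its channel, averaged over both arrays. Counts of arrays above the negative controls used the 95th percentile of 153 control spots in each array and channel. For the means of these spots over all arrays and both channels, that percentile was a log2 intensity of 7.06. The scanner's upper limit was reached by 0 to 44 probes per channel of an array.

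Lists of genes were written from general knowledge of the ovary before the data were examined. They covered mitosis, DNA replication, steroidogenesis, gonadotropin response and granulosa identity, LH response, apoptosis, oxidative stress, angiogenesis, insulin-like growth factors, TGF-beta and BMP signalling, cholesterol synthesis, the unfolded protein response, inflammation, interferon response, extracellular matrix, cell junctions, glycolysis and hypoxia, fatty acid metabolism, ribosomal proteins and oxidative phosphorylation. Markers of theca, smooth muscle and pericytes, endothelium, leukocytes, erythrocytes, oocytes and luteal cells were added as signs of other cells. The genes that were quantified by qRT-PCR in the study formed a further list, which is not independent evidence because the study chose them on these follicles. The 28 lists with at least 5 measured genes were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and limma's fry beside it. Fry tests whether the genes of a list move, on balance, one way, or in its mixed form either way.

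Genes were named by a rule fixed before the data were examined. It took the 10 largest rises and 10 largest falls among genes past the adjusted threshold that moved alike in all 4 pairs and lay above the negative controls. Fewer than 5 genes passed in each direction, so the study's threshold took the place of the adjusted one, as the rule provided. The rule added the genes from the study's qRT-PCR and up to 4 members with the smallest p from each list described in the report. Which lists the report describes was decided after the list results were seen, and members named outside this rule were chosen after their values were seen.

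The fit was tested on simulated data with the spread of these arrays and 36295 probes. Of 100 probes changed by a log2 of 2, 69 passed the adjusted threshold and 97 the study's threshold. Of 100 probes changed by a log2 of 1, 2 passed the adjusted threshold and 89 the study's. The changed probes were picked at random, each with its own spread, so these shares do not hold for genes that vary more between pairs. Of 36095 unchanged probes, 5 passed the adjusted threshold and 803 the study's threshold. How many of these moved alike in all pairs was counted after the results were seen. The list test called the 1 list that was shifted and 0 of 50 unshifted ones. Genes were drawn independently there, so this cannot show how the test behaves where the genes of a list move together. Probes were drawn independently as well, so the counts of unchanged probes do not show what chance gives where probes move together.

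Signal over background was 4.02 to 5.38 in Cy5 and 8.6 to 12.9 in Cy3, and 48.4% to 72.1% of probes lay above the negative controls in a channel. The number of follicles limits the precision. Alternatives changed the background correction, the normalisation, the filter on dim probes, the treatment of dye swaps and pairs, the dye orientation, the prior and weights of the model, the handling of excluded spots, and the list test. They also used the authors' processed values and left out each pair in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.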

Results

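Transcript levels in granulosa cells were compared between 4 atretic and 4 growing dominant follicles of cattle, to find what changes when a dominant follicle regresses instead of growing on. Each atretic follicle was hybridised with a growing follicle on 2 arrays of opposite dye orientation, giving 4 pairs and 8 arrays. Median intensity over local background was 4.02 to 5.38 in Cy5 and 8.6 to 12.9 in Cy3. Between 48.4% and 72.1% of probes in a channel were brighter than the negative controls. All log2 ratios are given as atretic over growing, with the standard error of the model (SE) and n = 4 pairs unless stated.

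The dye-swapped arrays of a pair gave alike ratios. Their Pearson correlation across probes averaged 0.710 (SD 0.0632 over 4 pairs), from 0.624 to 0.776, and 8 of 8 arrays correlated best with the array of their own number. Arrays of different pairs were much less alike, with correlations from -0.399 to 0.538. Once dye swaps were averaged, pairs 2, 3 and 4 correlated with each other at 0.227 to 0.502, whereas pair 1 ran against them, at -0.223 with pair 2, -0.373 with pair 3 and -0.0592 with pair 4. The dyes in the labels set the direction of each ratio, and it was kept for pair 1. These correlations are across probes, which are not independent replicates.

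**Figure D1:**
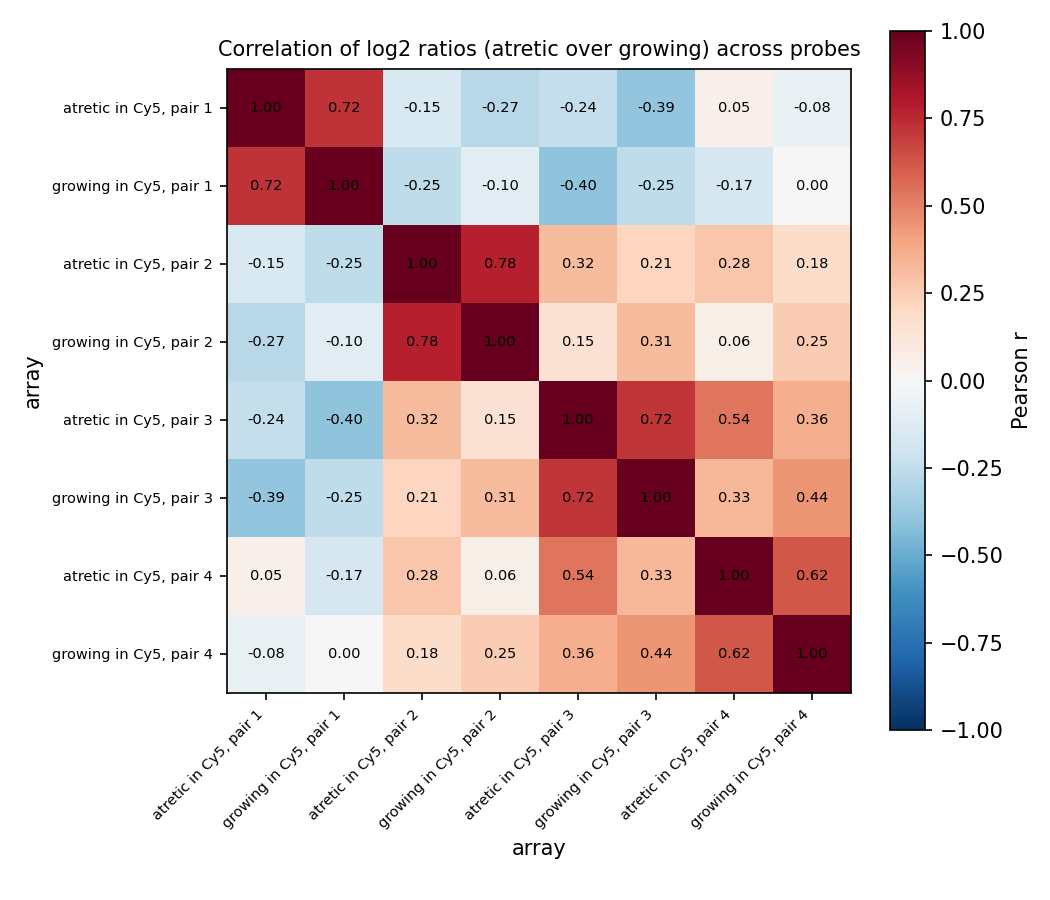
Pearson correlation across probes of the log2 ratio (atretic over growing) between the 8 arrays, on a colour scale from -1 to 1, with arrays ordered by pair and named by the phase in Cy5. The dye-swapped arrays of a pair lie between 0.624 and 0.776, and those of pair 1 correlate near or below 0 with the other arrays.

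Atretic granulosa cells had more transcript of RALYL, an RNA-binding protein (2.27 ± 0.53), of the calcium-binding protein CALB2 (2.16 ± 0.82), of DDO, which degrades D-aspartate (2.09 ± 0.61), and of the apolipoprotein APOA1 (1.86 ± 0.61). Also higher were MR1, an antigen-presenting molecule (1.73 ± 0.28), the pseudokinase TRIB2 (1.68 ± 0.54), AMHR2, the receptor of anti-Müllerian hormone (1.61 ± 0.50), and ABCB1, a drug efflux pump (1.59 ± 0.26). Lower in atretic cells were the metal-binding protein MT2A (-2.60 ± 0.78), DKK3 of the Dickkopf family (-2.23 ± 0.58), BUB1, a kinase of the mitotic checkpoint (-2.19 ± 0.59), and the tubulin TUBB6 (-2.07 ± 0.52). AGPAT9, an acyltransferase of lipid synthesis (-2.04 ± 0.46), ISM1 (-1.88 ± 0.51), the homeobox gene HOXC4 (-1.77 ± 0.47) and CDKN3, a phosphatase of cell cycle kinases (-1.77 ± 0.47), were lower too. The other genes with large differences alike in all pairs were SLC44A3 (1.96 ± 0.65), GAT (1.70 ± 0.41), REXO4 (-1.79 ± 0.41) and SECTM1 (-1.74 ± 0.66). These 20 were the largest rises and falls among genes that moved alike in 4 of 4 pairs and passed the study's threshold, and none passed the adjusted one, with limma adjusted p from 0.716 to 0.776. After normalisation, BUB1 stood at a log2 intensity of 9.89 ± 0.52 (SD, n = 4) in atretic and 12.08 ± 1.80 in growing follicles. Over pairs 1 to 4, the growing follicles had 10.51, 10.52, 13.64 and 13.65 and the atretic ones 10.04, 9.13, 10.07 and 10.32. The difference was thus largest in pairs 3 and 4, where the growing follicles were high. The other probes for RALYL (-0.04 and 0.03) and SLC44A3 (-0.02) were near 0, 1 of each with the opposite sign, and those for CDKN3 (-0.33 and -0.07), AGPAT9 (-0.75), TRIB2 (0.53 and 1.58) and APOA1 (1.61) had smaller ratios. The lower follicles lay partly within the negative controls for DDO (5 of 8 growing arrays above them), DKK3 (5 of 8 atretic), SECTM1 (5 of 8 atretic and 6 of 8 growing), GAT (7 of 8 growing) and CDKN3 (7 of 8 atretic), so their ratios are not exact.

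Over all probes, 0 of 36295 passed an adjusted p of 0.05 in limma, with the smallest at 0.716. At an unadjusted p under 0.05 there were 2320 probes, against 1815 by chance. The study's threshold was passed by 1275 probes for 768 named genes, of which 656 probes were higher and 619 lower in atretic follicles, or 51.5% higher. Simulated unchanged probes of this spread passed it 803 times. They were drawn independently, so this number does not show what chance gives where probes move together. Turning the sign of whole pairs, which keeps the probes of a pair together, moved the count from 151 to 3141. With arrays only median-centred, the split was 1226 higher of 1685, or 72.8%. With loess alone it was 490 of 1162, or 42.2%, the same with Aquantile, and with an intensity trend 528 of 1138, or 46.4%. Of the 1275 probes, 991 (77.7%) moved alike in all 4 pairs, and so did 661 (82.3%) of the 803 simulated unchanged ones, as the threshold itself selects for pairs that move alike. Treating the dye-swapped arrays as a random block gave 21 probes past the adjusted threshold and 17 with a dye term, whereas taking 8 arrays as independent, which counts each follicle more than once, gave 616. Without pair 1, 3401 probes passed the study's threshold, and without pair 4, 782 did, with 0 past the adjusted threshold in each.

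RALYL, MR1, GAT, ABCB1, TUBB6, AGPAT9, ISM1, REXO4 and HOXC4 stayed past the study's threshold whichever pair was left out. They had been picked for moving alike in all 4 of these pairs, so this is not independent evidence. ISM1, REXO4 and HOXC4 also shared a pattern, with the highest growing levels in pairs 1 and 2. For ISM1 these log2 intensities were 14.77 and 14.05, against 12.03 and 12.04 in pairs 3 and 4. APOA1 (1.301), TRIB2 (1.72) and SECTM1 (-1.43) no longer passed without pair 1, and DDO (1.58), SLC44A3 (1.46), MT2A (-1.87) and SECTM1 (-1.12) without pair 2. CALB2 (2.17), DDO (2.17), AMHR2 (1.601), DKK3 (-1.88) and CDKN3 (-1.53) fell short without pair 3. Without pair 4 this held for CALB2 (2.46), DDO (1.85), SLC44A3 (1.497), APOA1 (1.54), AMHR2 (1.72), MT2A (-2.24) and BUB1 (-1.81).

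**Figure D2:**
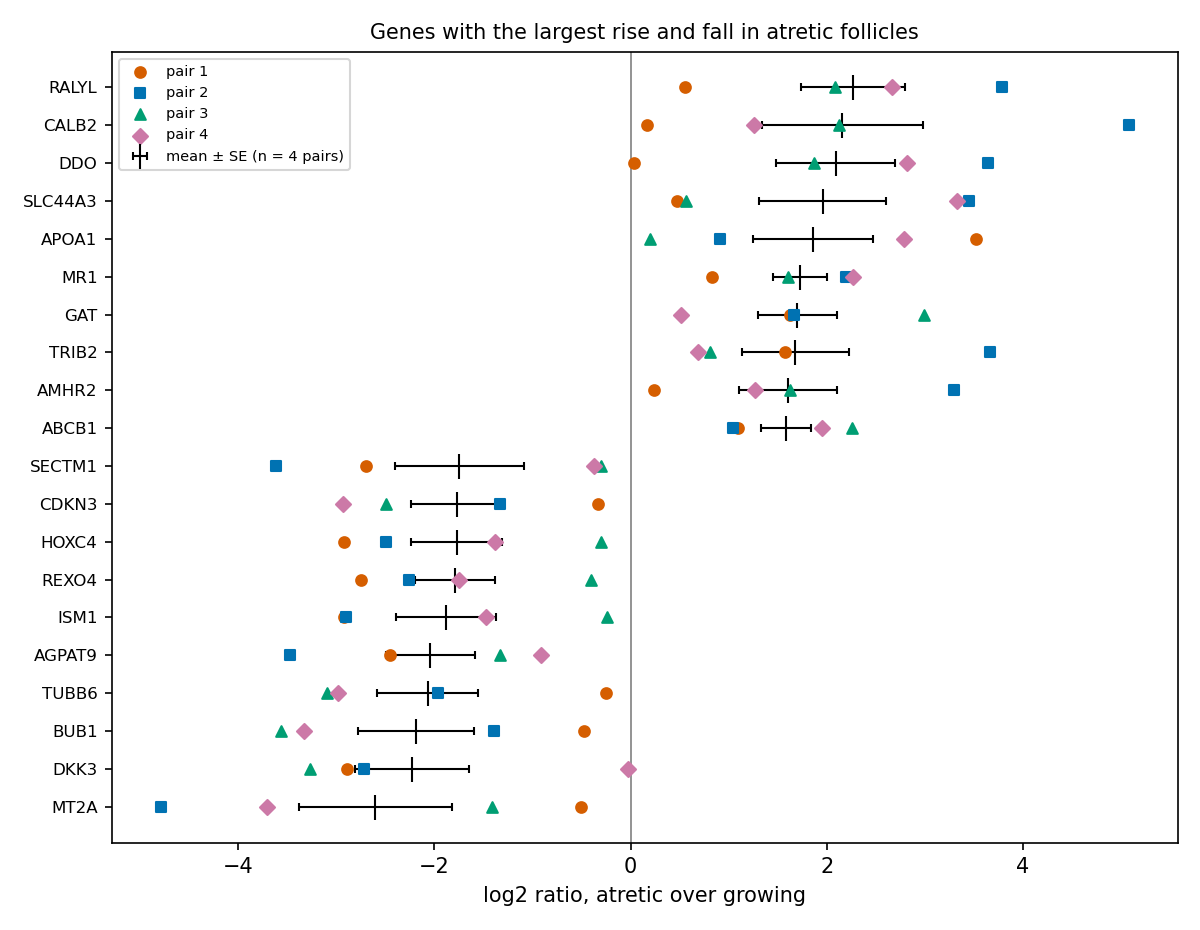
Log2 ratio (atretic over growing) of the 10 genes with the largest rise and the 10 with the largest fall among genes alike in all 4 pairs and past the study's threshold, with 1 symbol per pair and the mean ± SE of the model over 4 pairs. RALYL has the largest rise (2.27) and MT2A the largest fall (-2.60), and all 4 pairs lie on the same side of 0 for each gene.

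Of the 25 genes quantified by qRT-PCR in the study, 23 were measured on these arrays and 9 passed the study's threshold. Higher in atretic follicles were APOA1 and TRIB2 (above), TYRO3, a receptor tyrosine kinase (1.37 ± 0.30), and the retinoic acid response gene RARRES1 (0.63 ± 0.23). Lower were MT2A, BUB1 and TUBB6 (above), CKS2, a subunit of cell cycle kinases (-2.30 ± 0.71), and PTTG1, the securin that restrains the separation of sister chromatids (-2.01 ± 0.72). VNN1, a pantetheinase, had a mean of 3.32 ± 2.36 and did not pass. It reached the scanner's limit on 4 arrays, so neither this mean nor its pair ratios are exact. These ratios were -5.77 in pair 1 and 6.69, 5.66 and 6.71 in pairs 2, 3 and 4. The angiopoietin ANGPT2 (-5.17, 5.94, 6.12 and 3.70), the semaphorin and VEGF receptor NRP1 (-3.84, 4.08, 4.34 and 4.69) and the membrane anchor ANK3 (-2.42, 2.72, 3.96 and 3.12) were split likewise. Cyclin B1 (CCNB1) had 1.39 in pair 1 and -2.71, -3.83 and -3.29 in the others. Pair 1 opposed the sign of the mean in 10 of 23 genes, and pairs 2, 3 and 4 in 2, 4 and 4.

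At the level of single follicles, VNN1 had log2 intensities of 15.95, 15.96 and 15.81 in the atretic follicles of pairs 2, 3 and 4 and 10.20 in that of pair 1. The growing follicle of pair 1 had 15.96, and the other growing follicles 9.26, 10.31 and 9.10. At the scanner's limit, the highest of these levels are lower bounds. ANGPT2 had 7.19 in the atretic follicle of pair 1 and 7.58, 6.86 and 7.18 in the growing follicles of pairs 2, 3 and 4. These levels were close to or under the limit of the negative controls (7.06 over all arrays), so its ratios are not exact. CCNB1 was at 9.43 in the atretic and 8.05 in the growing follicle of pair 1, where the other growing follicles had 10.41, 13.00 and 13.37 and the other atretic ones 7.69, 9.17 and 10.08.

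None of the 23 genes passed the adjusted threshold in limma, and none of the 27 with the control genes did when adjusted over the list alone, with a smallest value of 0.113; 10 of the 23 had an unadjusted p under 0.05. Because the study picked this list on these follicles, neither count is independent evidence. BMP4 (0.73 ± 0.56), CD36 (0.44 ± 0.16, with its 2 other probes at 0.76 and 2.25), NMB (1.09 ± 0.77), NR4A1 (0.52 ± 1.01), STAR (0.42 ± 1.11), RELN (0.34 ± 0.35), JAM2 (-0.22 ± 0.54), ANKRD1 (-0.51 ± 0.41) and PRC1 (-1.76 ± 0.86) did not pass the study's threshold. The mean changed sign for STAR without pair 1 (-0.87), for ANKRD1 (0.0006), JAM2 (0.36) and NR4A1 (-0.59) without pair 2, and for RELN without pair 3 (-0.08). RELN lay above the negative controls on 4 of 8 arrays in each phase and ANKRD1 on 6 atretic and 7 growing ones, so their ratios are not exact. Without pair 1, ANGPT2 (5.25), ANK3 (3.27), CCNB1 (-3.28), NMB (1.94), NRP1 (4.37), PRC1 (-2.73) and VNN1 (6.35) passed it, while APOA1, TRIB2 and RARRES1 (0.63) did not, for a count of 13. CKS2 fell short without pair 2 (-2.30), pair 3 (-1.82) or pair 4 (-1.93), as did PTTG1 (-2.05, -1.57 and -1.56). RARRES1 did so without pair 3 (0.40) or pair 4 (0.70) and with loess alone (0.62), plain subtraction (0.58) or no background correction (0.52), passing in 10 of 21 alternatives. MT2A did so without pair 2 (-1.87), so that 6 of the 9 were left without pair 2 or 3. Without pair 4, which also took APOA1, MT2A and BUB1 out, 3 genes were left (TRIB2, TUBB6 and TYRO3).

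CYP17A1, a theca enzyme that granulosa cells lack, had a ratio of -0.52 ± 0.65 (adjusted p = 0.919 in limma), with 1.78 in pair 1 and -1.69, -1.75 and -0.41 in the others. Without pair 1 it was -1.28 and passed the study's threshold. It lay above the negative controls on 4 of 8 atretic and 7 of 8 growing arrays, so its ratio is not exact. Its log2 intensity was 9.49 in the atretic follicle of pair 1, against 7.42, 7.36 and 7.19 in the other atretic follicles. Among growing follicles it was 7.72, 9.11, 9.12 and 7.60. Aromatase (CYP19A1), the enzyme of oestradiol synthesis, differed by 0.63 ± 1.36 with pair ratios of 4.48, 1.38, -3.98 and 0.66, and 1 of its 2 other probes had the opposite sign (-0.04). Without pair 1 the mean of CYP19A1 was -0.65. Its log2 intensities varied widely within each phase. Over pairs 1 to 4 they were 11.43, 7.42, 15.76 and 14.67 in growing and 15.91, 8.80, 11.77 and 15.32 in atretic follicles. The reference genes EIF2B2 (-0.23 ± 0.22) and SF3A1 (0.21 ± 0.13) did not pass, and over the normalisations they ranged from -0.27 to -0.08 and from 0.12 to 0.37. Of the 2 other probes of EIF2B2, 1 had the opposite sign (0.06).

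**Figure D3:**
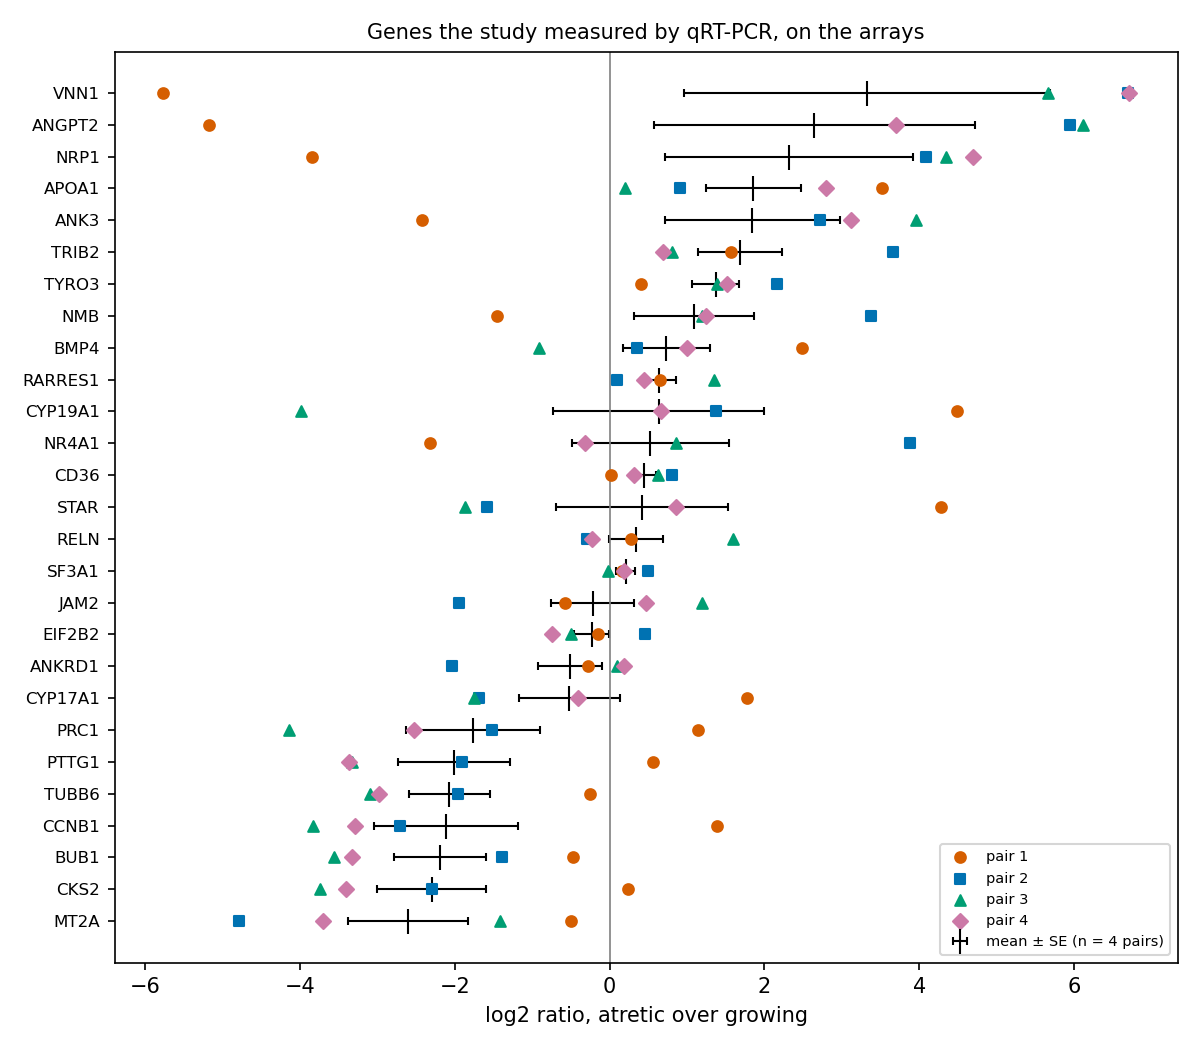
Log2 ratio (atretic over growing) of the 23 measured qRT-PCR genes of the study and its 4 control genes, with 1 symbol per pair and the mean ± SE of the model over 4 pairs. Pair 1 lies opposite the other pairs for VNN1, ANGPT2, NRP1, ANK3 and CCNB1.

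**Figure D4:**
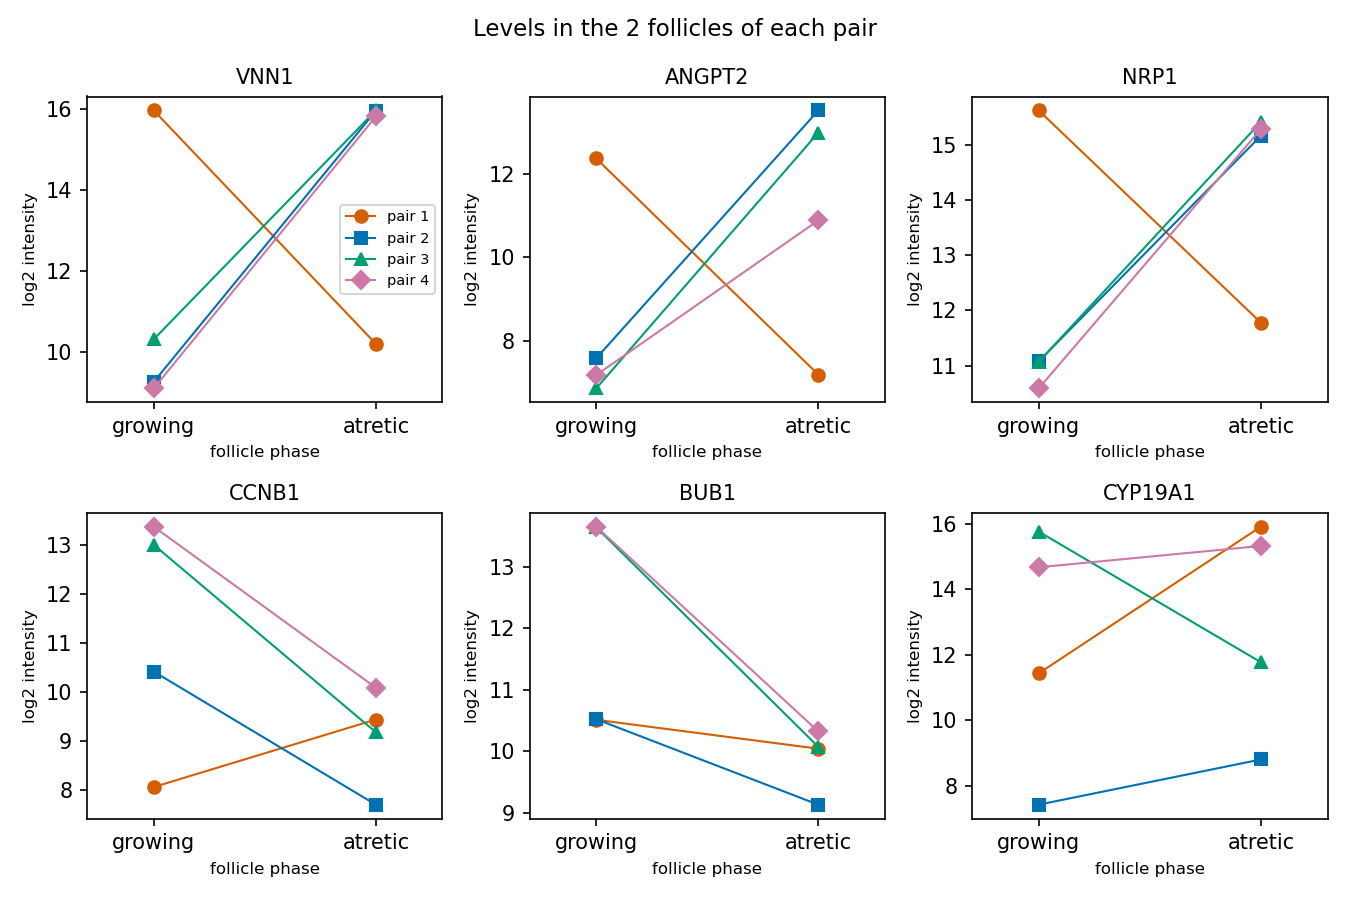
Log2 intensity of VNN1, ANGPT2, NRP1, CCNB1, BUB1 and CYP19A1 in the growing and the atretic follicle of each of the 4 pairs, each point the mean of 2 dye-swapped arrays and each line joining the follicles of a pair. For VNN1, pair 1 goes from 15.96 in the growing to 10.20 in the atretic follicle, and the other pairs the opposite way.

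Of 37 measured genes of mitosis, 36 had a lower mean in atretic follicles, at -1.29 on average, and 16 passed the study's threshold, each lower. The list passed limma's camera test (adjusted p = 9.41e-17) but not with an estimated correlation (adjusted p = 0.947) or limma's fry (adjusted p = 0.800), and its mean was 0.36 in pair 1 and -1.08, -2.33 and -2.14 in pairs 2, 3 and 4. Examples besides BUB1 are TPX2, which assembles the spindle (-0.77 ± 0.21), the checkpoint protein MAD2L1 (-1.39 ± 0.40) and CDCA8 of the chromosomal passenger complex (-1.84 ± 0.55). Of 28 DNA replication genes, 26 had a lower mean, at -0.65 on average. This list also passed camera (adjusted p = 4.90e-07), but not with an estimated correlation (adjusted p = 0.947) or fry (adjusted p = 0.800), and its pair means were -0.10, 0.27, -1.16 and -1.61. Past the study's threshold were 3 of its genes, the helicase subunits MCM4 (-1.22 ± 0.42), GINS1 (-0.78 ± 0.23) and CDC45L (-0.73 ± 0.26). CCNE2, a cyclin of the entry into S phase, did not pass (-0.44 ± 0.19). It lay above the negative controls on 6 of 8 atretic arrays, so its ratio is not exact. TPX2 lay above the negative controls on 3 of 8 atretic arrays, so its ratio is not exact. It fell short without pair 3 (-0.58) or 4 (-0.72), MAD2L1 without pair 4 (-1.28), and CDCA8 without pair 2 (-1.72), 3 (-1.503) or 4 (-1.62). Of the replication genes, GINS1 did so without pair 2 (-0.71), 3 (-0.63) or 4 (-0.73), MCM4 without pair 3 (-1.11) or 4 (-0.79), and CDC45L without pair 1 (-0.77), 3 (-0.597) or 4 (-0.55). The phases had been assigned from DNA content by flow cytometry.

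The study had picked 5 of the mitosis genes, and without them the remaining 32 averaged -1.17 (limma's camera adjusted p = 3.05e-14, and adjusted p = 0.947 with an estimated correlation). Markers of theca cells averaged 0.75, -1.02, -0.56 and 0.28 over the 4 pairs. Leaving out any pair kept the call of camera at its preset correlation for mitosis and for DNA replication, which neither list had with an estimated correlation (adjusted p = 0.947), with means of -1.85 to -0.95 for mitosis and of -0.95 to -0.33 for DNA replication.

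Of 32 measured ribosomal protein genes, 29 had a higher mean in atretic follicles, by 0.31 on average, and 1 passed the study's threshold, RPS18 (1.12 ± 0.35). Limma's camera gave an adjusted p = 0.000251 for the list, but with an estimated correlation the adjusted p = 0.947 and with fry the adjusted p = 0.800. RPS24 (0.35 ± 0.13), RPL4 (0.50 ± 0.18) and RPL30 (0.56 ± 0.22) did not pass. RPS18 fell short without pair 3 (1.08) or 4 (1.16), and RPL4 (0.66) and RPL30 (0.77) passed without pair 1. Pair means were -0.27, 1.08, 0.37 and 0.08. Without pair 2 the mean was 0.06 and the call was lost (adjusted p = 0.999), and with loess alone it was 0.13 (adjusted p = 0.413), over a range from 2.03e-06 to 0.999 in 24 alternatives. In the same pairs, theca markers averaged 0.75, -1.02, -0.56 and 0.28.

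Steroid and cholesterol synthesis did not pass as groups. Of 13 steroidogenesis genes, 5 were higher and 8 lower, averaging -0.17 (adjusted p = 0.525), and the mitochondrial cholesterol transporter TSPO (-0.84 ± 0.31) was the 1 past the study's threshold. It passed in 12 of 21 alternatives but in none that left out a pair, at -0.96, -0.46, -0.92 and -0.998. NR5A2, a nuclear receptor of steroidogenic cells (0.81 ± 0.39), HSD17B1 (-1.04 ± 0.74) and POR (-0.52 ± 0.41) did not pass, and 1 of the 2 other probes of NR5A2 had the opposite sign (-1.11). Among cholesterol synthesis genes, 16 of 21 were lower, averaging -0.35 (adjusted p = 0.177) with 0 past the study's threshold. Named members were MVK (-0.39 ± 0.22), FDPS (-0.92 ± 0.67), NSDHL (-1.14 ± 0.90) and STARD4 (0.19 ± 0.14). FDPS (-1.75) and NSDHL (-2.16) passed without pair 1, and MVK (-0.61) without pair 3. STARD4 lay above the negative controls on 2 of 8 atretic arrays and 1 of 8 growing ones, so its ratio is not exact. Both groups were higher in the atretic follicle of pair 1, by 1.72 and 1.39, and lower in pairs 2 (-1.02 and -1.53) and 3 (-1.36 and -0.84). In pair 4 they stood at -0.01 and -0.42. Over the same pairs, theca markers averaged 0.75, -1.02, -0.56 and 0.28 and luteal markers 1.82, -0.81, -0.85 and 0.18. Of the genes written for these lists, 7 of 15 luteal and 8 of 16 steroidogenesis genes were also in another list. Similar patterns of such lists are therefore not independent evidence. Without pair 1 both passed, steroidogenesis at -0.80 (adjusted p = 0.0326, range over alternatives 0.0326 to 0.999) and cholesterol synthesis at -0.93 (adjusted p = 2.44e-07, range 2.44e-07 to 0.999), and cholesterol synthesis also passed with array weights (adjusted p = 0.0303). With all pairs and an estimated correlation, both had an adjusted p = 0.947. The mean was above 0 for steroidogenesis without pair 2 (0.12) or 3 (0.23) and for cholesterol synthesis without pair 2 (0.04).

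Genes of gonadotropin response and granulosa identity averaged 0.23, with 13 of 19 higher (adjusted p = 0.588). AMHR2 was past the study's threshold, and KITLG, a growth factor for the oocyte (0.45 ± 0.21), and FOXL2, a transcription factor of granulosa cells (-0.58 ± 0.37), were not. FOXL2 lay above the negative controls on 6 of 8 atretic arrays, so its ratio is not exact. The LH response list averaged -0.12, with 12 of 18 lower (adjusted p = 0.236). FOS, an immediate early transcription factor, was lower by -1.69 ± 0.53 and past the study's threshold, although its 1 other probe had the opposite sign (0.13). It no longer passed without pair 1 (-1.44), pair 2 (-1.24) or pair 4 (-1.80). FOS lay above the negative controls on 7 of 8 atretic arrays, so its ratio is not exact. CTSL1 (-0.15 ± 0.12) and AREG (-0.48 ± 0.40, or 0.02 without pair 2) did not pass. Neither ratio is exact, as AREG lay above the negative controls on 3 of 8 atretic and 5 of 8 growing arrays and CTSL1 on 6 and 5. Pair means were 1.3, 0.58, -0.95 and 0.00 for granulosa genes and -0.97, -0.57, 0.60 and 0.44 for LH response. Without pair 1 they averaged -0.12 and 0.16, and LH response averaged 0.02 without pair 2. Without pair 3 both lists passed camera, at 0.63 (adjusted p = 0.0447, range 0.0447 to 0.999) and -0.37 (adjusted p = 0.0314, range 0.0314 to 0.999). With all pairs and an estimated correlation, each had an adjusted p = 0.947.

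Glycolysis and hypoxia genes averaged -0.44, with 18 of 25 lower (adjusted p = 0.0759). Past the study's threshold were NDRG1, a hypoxia and stress gene (-1.45 ± 0.38), PDK1, which restrains pyruvate oxidation (-1.36 ± 0.45), and, in the other direction, the phosphofructokinase PFKM (1.12 ± 0.40). BNIP3L did not pass (0.35 ± 0.16), and 1 of the 2 other probes of PDK1 had the opposite sign (0.34). NDRG1, named for its small p on these same pairs, kept its call whichever pair was left out. PDK1 lost it without pair 1 (-1.02), 2 (-1.08) or 4 (-1.52), and PFKM without pair 1 (0.77) or 4 (0.92). Pair means of the list were 0.83, -1.10, -0.48 and -1. Without pair 1 it passed at -0.86 (adjusted p = 2.44e-07), and it passed in 10 of 24 alternatives, with adjusted p from 2.44e-07 to 0.947, the last with an estimated correlation. In pairs 1 to 4, theca markers averaged 0.75, -1.02, -0.56 and 0.28 and luteal markers 1.82, -0.81, -0.85 and 0.18. Both had the sign of this list in pairs 1, 2 and 3 but not in pair 4.

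Genes of apoptosis did not pass as a group. Of 24 measured, 13 were higher and 11 lower, with a mean of 0.01, from -0.04 to 0.08 over the normalisations (adjusted p = 0.953), and 0 passed the study's threshold. Pair means lay between -0.08 and 0.06, and the mean was -0.01 without pair 1 or pair 4. The members with the smallest p were the apoptosis inhibitor BIRC3 (0.31 ± 0.10), BCL2L11 (0.29 ± 0.12) and CASP6 (-0.25 ± 0.11). BCL2L11 lay above the negative controls on 7 of 8 growing arrays, so its ratio is not exact. CASP9, the caspase of the mitochondrial pathway (1.03 ± 0.49), had -0.75 in pair 1 and 1.29, 2.15 and 1.41 in the others, with 1 of its 2 other probes opposite (-0.10). Without pair 1 CASP9 was higher by 1.62 and passed the study's threshold.

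Angiogenesis genes had a mean of 0.23 and a median of -0.03, with 9 of 20 higher (adjusted p = 0.953) and 0 past the study's threshold. Pair means were -0.51, 0.65, 0.41 and 0.38. PGF (-1.17 ± 0.63), VEGFC (0.59 ± 0.32) and COL18A1 (0.57 ± 0.32, above the negative controls on 7 of 8 atretic and 5 of 8 growing arrays) did not pass, nor did ANGPT2 and NRP1. PGF passed without pair 1 (-1.84) and VEGFC without pair 3 (0.90).

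Theca and stromal markers, a sign of cells from outside the granulosa layer, averaged -0.14, with 12 of 17 lower (adjusted p = 0.588) and 0 past the study's threshold. The collagen COL1A2 (-1.24 ± 0.78), COL1A1 (-0.52 ± 0.29), the matrix proteoglycan LUM (-1.21 ± 0.78) and the hedgehog receptor PTCH1 (0.46 ± 0.29, with both other probes opposite, at -0.21 and -0.004) were the members with the smallest p. COL1A2 lay above the negative controls on 7 of 8 atretic arrays, so its ratio is not exact. The list averaged 0.15 without pair 2. LUM had 1.20 in pair 1 and -3.63, -0.86 and -1.53 in the others. Without pair 1, LUM (-2.01) and PTCH1 (0.75) passed the study's threshold.

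**Figure D5:**
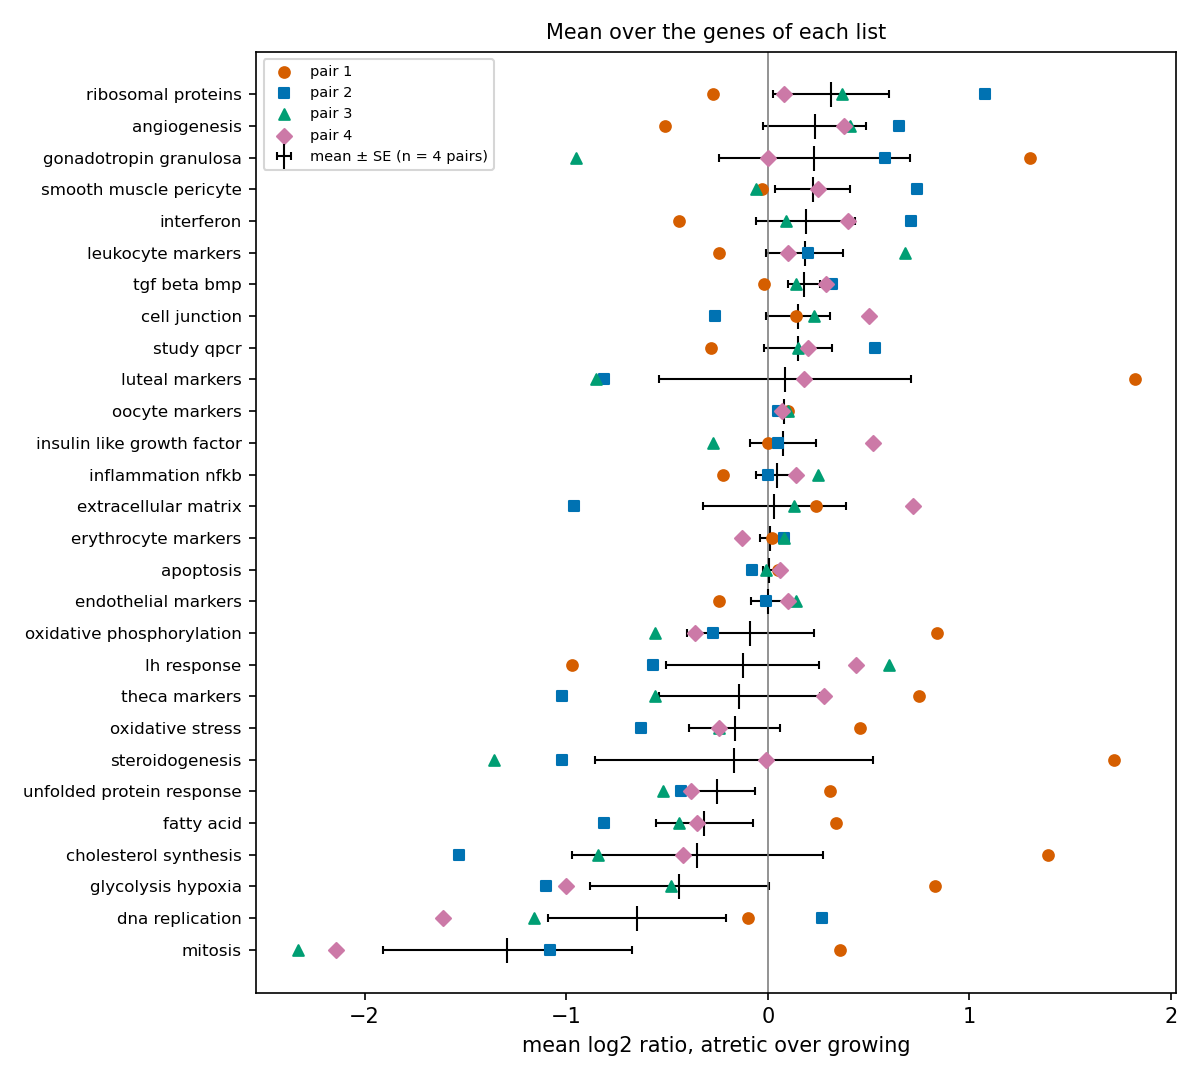
Mean log2 ratio (atretic over growing) over the measured genes of each of the 28 lists, with 1 symbol per pair and the mean ± SE over the 4 pairs. Mitosis has the lowest mean (-1.29) and ribosomal proteins the highest (0.31), and for steroidogenesis and cholesterol synthesis pair 1 lies far above the other pairs (1.72 and 1.39).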

Values the study reported

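For the contrasts that are not analysed here, the study reported 761 differentially expressed genes between the growing and the plateau phase and 1,709 between the plateau and the atretic phase, at a symmetrical fold change of 1.5 and a p-value of 0.05. Mean follicular size was given as 14.9 ± 3.8 mm for growing and 14.1 ± 3.8 mm for atretic follicles. By qRT-PCR, 25 genes were quantified, and expression of VNN1, TUBB6, ANGPT2, PTTG1, CD36, BUB1, ANK3, PRC1, CCNB1 and CKS2 differed between growing and atretic follicles. Across the phases the levels of VNN1, CD36 and ANGPT2 went up and those of BUB1, PTTG1, PRC1 and CCNB1 went down. In that assay, an atretic sample with a higher CYP17A1 level was left out, which the authors took as a sign of theca cells, and CYP19A1 did not differ between the phases. The study describes the assay as covering the hybridised follicles of each phase and additional ones. It does not say that the sample left out was on the arrays, so that sample cannot be matched to a follicle of the pairs here.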

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

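The tests of a failed array and of theca cells were chosen after the result was seen. For the test of exchanged labels, the margin needed to call the labels exchanged was set after its value was seen.

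Of 110 items examined over the 4 pairs (81 genes, 28 lists and the correlation of dye-swapped arrays), 8 had a pair set far apart from the other 3. Chance would give 5.5 for independent items with normal values. Here the lists hold many of the genes, and many genes were picked by their agreement over the pairs or small p. The number 5.5 is therefore no measure of chance for them. The 8 items were 3 for pair 1, 3 for pair 2, 0 for pair 3 and 2 for pair 4.

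VNN1 had a log2 ratio of -5.77 in pair 1, against 5.66 to 6.71 in the others, and NRP1 had -3.84 in pair 1, against 4.08 to 4.69. The unfolded protein response list had a mean of 0.31 in pair 1, against -0.52 to -0.38. DKK3 had -0.03 in pair 4, against -3.27 to -2.72 in the others. CASP6 had -0.06 in pair 4, against -0.33 to -0.31. TSPO stood at -1.96 in pair 2, against -0.58 to -0.35. AREG had -1.97 in pair 2, against -0.10 to 0.22. COL1A1 had -1.57 in pair 2, against -0.32 to -0.08.

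Pair 1 ran against the other pairs: of 419 probes that moved at least 2-fold alike in pairs 2, 3 and 4, 356 (85.0%) had the opposite sign in it, where the same step gave 28 of 49 (57.1%) for pair 2, 14 of 171 (8.19%) for pair 3 and 2 of 21 (9.52%) for pair 4. A failed array is argued against, since the dye-swapped arrays of pair 1 correlated at 0.725. Left-out follicles were placed on a scale from the growing (0) to the atretic (1) mean of the other pairs. The atretic follicle of pair 1 lay at 0.446 and its growing follicle at 0.966. Each was nearer the mean of the other phase, which was the sign of exchanged labels set beforehand. The smaller margin was 0.554, where left-out atretic follicles of the other pairs varied with an SD of 0.328 (pair 2 itself had 0.244 and 0.352). By the margin set afterwards, exchanged labels could not be told from correct ones. The means behind that SD include pair 1. Theca or stromal cells in 1 of its follicles may also contribute. The theca list had a median absolute log2 ratio of 0.736 (17 genes) in pair 1 against 1.13 for the opposed probes. This gap was too small to decide against an SE of 0.209, which is that of the mean, not of the median. The measure drops the direction and was not taken in the other pairs. There the list averaged -1.02, -0.56 and 0.28, against 0.75 in pair 1, so it cannot show theca cells particular to pair 1. A difference between individual follicles stays open and was not tested.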

How the results depend on the processing

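Alternatives were chosen before the data were examined. No result past its threshold turned to the opposite direction. The mean correlation of dye-swapped arrays stayed between 0.658 and 0.756, and between 0.688 and 0.739 with a pair left out. It has no value where arrays were not averaged, where 1 dye orientation was used or where channels were separate.

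The count past limma's adjusted threshold was 0 (2320 probes at an unadjusted p under 0.05), with 616 when 8 arrays were taken as independent, 21 with the pair as a random block and 17 with a dye term and that block. In the same order the study's threshold was passed by 2249, 2243 and 2160 probes, compared with 1275, and gene lists by 5, 6 and 6, compared with 3. The independent arrays count each follicle more than once, whereas the block models the correlation of dye-swapped arrays (0.460, or 0.671 with the dye term). With the atretic follicle in Cy5 alone, 2570 probes passed the study's threshold, and with the growing follicle in Cy5 alone 2190 did, with 5 lists. Those ratios rest on 1 array per pair, with any dye effect left in.

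With separate channels and no pairing, 1269 probes passed the study's threshold, of which 1017 were among the 1275, with 0 past the adjusted one, 4 lists and 7 of the study's qRT-PCR genes. Same-numbered follicles did not deviate together, with correlations across probes of -0.358, 0.159, -0.111 and 0.326, so their numbers mark shared arrays. Each array correlated best with its own number.

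Lists past camera numbered 6 with loess alone, 6 with Aquantile, 8 with array weights, 5 with the mean over all probes of a gene, 0 with an estimated correlation and 0 with fry. For the 3 lists called at the preset correlation of 0.01, the estimated correlation was 0.763 (mitosis), 0.633 (DNA replication) and 0.699 (ribosomal proteins). Camera's p-values at the preset thus take these genes as far closer to independent than estimated. The cause of the other changes was not tested. Leaving out 1 pair gave 0 probes past the adjusted threshold each time, 782 to 3401 past the study's threshold, 2 to 10 lists and 3 to 13 study genes. Of the 1275 probes, 989, 709, 727 and 590 remained without pairs 1, 2, 3 and 4, with 3 pairs tested each time. Of 81 named genes, 9, 11, 15 and 21 lost their call and 16, 0, 2 and 0 gained one. Signal over background was 4.02 to 5.38 in Cy5 and 8.6 to 12.9 in Cy3.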

Other observations

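No test in this part was chosen after its result was seen, but genes named here outside the naming rule were chosen after their values were seen. Leaving out pairs was run for their lists, not for each of them.

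The unfolded protein response averaged -0.25, with 15 of 23 genes lower (limma's camera adjusted p = 0.0870), and 3 were past the study's threshold: the chaperone partners DNAJC3 (-0.80 ± 0.14) and SDF2L1 (-0.997 ± 0.348), and CRELD2 (-1.38 ± 0.49). Fatty acid metabolism averaged -0.31, with 18 of 26 lower (adjusted p = 0.0759), where FASN (0.03 ± 0.20) and ACACA (0.05 ± 0.13) were near 0 and the desaturase FADS1 (-1.36 ± 0.32) and the elongase ELOVL6 (-0.69 ± 0.25) were past that threshold. Oxidative stress genes averaged -0.16, with 18 of 33 lower (adjusted p = 0.588). Among them the metallothioneins MT2A, MT1A (-2.08 ± 0.63) and MT1E (-2.43 ± 0.89) and the peroxidase GPX4 (-1.43 ± 0.45) were lower and GPX3 (0.72 ± 0.22) higher. The study picked 2 genes of this list. Oxidative phosphorylation averaged -0.09, with 22 of 35 lower and 0 past that threshold (adjusted p = 0.573), and normalisation moved its mean from -0.22 to 0.01. Without pair 1 these 4 lists passed camera, at -0.44 (adjusted p = 0.000497, range over alternatives 0.000497 to 0.947), -0.53 (0.00211, range 0.00211 to 0.947), -0.37 (0.0344, range 0.0344 to 0.999) and -0.40 (2.08e-06, range 2.08e-06 to 0.999). With all pairs and an estimated correlation none of them passed, at an adjusted p = 0.947 for the first 3 and an adjusted p = 0.953 for oxidative phosphorylation. Oxidative phosphorylation averaged 0.07 without pair 3. With all pairs kept and loess alone, the unfolded protein response (adjusted p = 0.0474), fatty acid metabolism (adjusted p = 0.0474) and oxidative phosphorylation (adjusted p = 0.0403) passed too, and in all they passed in 7, 8 and 4 of 24 alternatives, and oxidative stress in 1.

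Markers of other cells did not pass as groups. Smooth muscle and pericyte markers averaged 0.22 (limma's camera adjusted p = 0.696), and the kinase of myosin light chain MYLK was higher by 1.33 ± 0.24 and passed limma's threshold when adjusted over the list alone (adjusted p = 0.0292), the 1 such gene in 28 lists that were each adjusted by themselves. Over all probes its limma adjusted p = 0.716. Leukocyte markers averaged 0.18 (adjusted p = 0.505), and oocyte markers 0.08 (adjusted p = 0.525). Endothelial markers averaged -0.0003 (adjusted p = 0.853) and erythrocyte markers 0.01, or -0.01 to 0.02 over the normalisations (adjusted p = 0.993), where camera read the opposite direction in both. Luteal markers had a mean of 0.09 and a median of -0.002 (adjusted p = 0.963), with pair means of 1.82, -0.81, -0.85 and 0.18 and a mean of -0.49 without pair 1.

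Interferon response averaged 0.19 (limma's camera adjusted p = 0.525), with STAT2 at 0.67 ± 0.13 past the study's threshold. TGF-beta and BMP signalling averaged 0.18 (adjusted p = 0.588), with the receptor BMPR1A at 0.60 ± 0.20 past it. Cell junctions averaged 0.15 (adjusted p = 0.728), with the claudin CLDN12 at 1.302 ± 0.464 past it. Extracellular matrix genes averaged 0.03, or -0.02 to 0.11 over the normalisations, where camera read down (adjusted p = 0.993), with the proteoglycan HSPG2 at -1.56 ± 0.45 past it, and -0.19 without pair 4. Insulin-like growth factor genes averaged 0.07 (adjusted p = 0.792), or -0.07 without pair 4, and inflammation genes 0.04 (adjusted p = 0.853), or -0.03 without pair 3. The study's qRT-PCR list, which the study chose on these follicles, averaged 0.15 (adjusted p = 0.908).

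Turning the sign of whole pairs gives 8 patterns, which are too few for a share under 0.05. In limma 0 probes passed the adjusted threshold (2320 at an unadjusted p under 0.05), with 23 as the highest of the other patterns, and 8 of 8 gave at least as many. The study's threshold was passed by 1275 probes, with 3141 as the highest other, and 2 of 8 gave as many. Lists numbered 3, with 14 as the highest other, and 6 of 8 gave as many. The highest values came with pair 1 turned.

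With separate channels the 8 follicles can be split in 35 ways, and chance was not excluded for any of the 3 counts. The real split gave 0 probes past limma's adjusted threshold, against 154 at most, and 35 of 35 splits gave as many. For the study's threshold it gave 1269 against 3097, with as many in 6 of 35 splits, and for lists 4 against 14, with as many in 22 of 35. The highest counts point to a structure among the follicles, whose cause was not tested. The split with the most probes (154 and 3097, with 13 lists) sets growing follicles 1 and 2 with atretic follicles 2 and 3 and cuts across the phases. CYP19A1 had log2 intensities of 7.42 to 11.77 in those follicles and of 14.67 to 15.91 in the others. This is 1 gene, chosen after its levels were seen. Another split (87 probes past the adjusted threshold, 2907 past the study's threshold and 14 lists) has the phases with the follicles of pair 1 exchanged.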
